A study of Mus musculus with 32 samples. Its data were reported in "Alzheimer's disease‐induced phagocytic microglia express a specific profile of coding and non‐coding RNAs" (2023).

How the data were processed

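RNA sequencing measured gene expression in 32 libraries of BV-2 cells, an immortalised line of mouse microglia, the resident macrophages of the brain. The cells were transfected with a microRNA mimic (a short double-stranded RNA that acts as the mature microRNA) of 1 of the 3 microRNAs miR-146a, miR-29a and miR-7a, while controls received a scramble mimic. They received vehicle (VEH) or lipopolysaccharide (LPS, a bacterial cell wall component that activates microglia) at 10 ng/ml for 24 h. The sample labels and the paper differ on the order of LPS treatment and transfection. The comparisons do not depend on this order, but their meaning may. The labels give 8 groups of 4 libraries and number the replicates 1 to 4 in each group. Within a condition, the 3 mimics share the same 4 scramble libraries, so their comparisons are not independent of each other.

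The authors depleted ribosomal RNA, built total RNA libraries and counted reads per gene with the nf-core rnaseq workflow on the mouse genome build GRCm38. The authors state filterByExpr, TMM and limma/edgeR for pairs of conditions. The deposited table holds 1 value per gene and library for 45706 genes in all 32 libraries, and every value column was matched to 1 sample by its name. No 2 libraries held identical values (0 pairs).

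The deposited values, described by the authors as counts, are neither whole read counts nor estimated counts as they stand: the table lost its decimal marks. All values are whole numbers, yet the column totals are far above the reads a library of this kind yields. Of the 109458 values of 20000 or more, only 0.0155% end in 0, where whole numbers would give 10%, and 43.1% end in 001 or 999. Such a value is an estimated count with decimals printed without its mark. Gnai3 in replicate 4 of the LPS miR-29a group is deposited as 1159252, against 93 to 2990 in the other 31 libraries, and reads as 1159.252 once the mark is put back.

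The lost mark was restored by a statistical model written for this purpose. For each value above 0 it weighs 0, 1, 2 or 3 lost decimals from the share of whole values at that size, from the last 3 digits, and from the level of the same gene in the same group, condition and table after library size. The prior shares of 1, 2 and 3 decimals among fractional values were 0.01, 0.09 and 0.9, and the level of a replicate followed a t density with 7 degrees of freedom. Of 590874 values above 0, 28.5% were given lost decimals, 94.7% of these with 3. A value whose most probable reading had a posterior under 0.9 was called uncertain (1.21% of the values above 0), and genes with an uncertain value in the libraries compared were left out of that comparison. An earlier trial used 0.99 as the minimum, and 0.9 was set before any differential test was run.

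The restoration was revised after a first complete pass of the tests. A fractional value that ends in 0 loses that digit, so about 10% of restored values should have fewer than 3 decimals in each library. This check failed for small structural RNA genes (snRNA, snoRNA, scaRNA, misc_RNA, ribozyme and rRNA biotypes) in replicate 1 of VEH_miR-7a, where 81.6% had fewer. An excess at an unadjusted p under 0.05 was also seen in replicate 1 of VEH_miR-29a, VEH_miR-146a and LPS_miR-7a (30%, 24.2% and 19.6%), and 7 libraries had a shortfall. The first version used 1 set of library sizes for all genes, and this library holds far less structural RNA than the other replicates of its group. In 3 successive changes these genes were given library sizes of their own, other genes were allowed to follow them with a prior of 0.01, and partial shifts were allowed in 5 steps. The changes were judged on the digits, on the largest values of that library and on the share of its counts in its top 10 genes, not on which genes were called. The first version is kept as an alternative and would have given 72 instead of 6 genes for miR-7a under vehicle. With the final version the check gave 7.55% to 11.1% per library for other genes. By one-sided binomial tests at an unadjusted p under 0.05, 0 of 32 libraries lay above 10% and 8 lay below, against 1.6 expected by chance on each side. The pooled share was 9.34%, so a slight shortfall of values with fewer than 3 decimals remains and was not resolved. The revision was judged on excesses alone, and the test for shortfalls was added later. For structural genes the check gave 3.28% to 25.7%, with 1 of 32 libraries above and 1 below at that limit.

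The restoration and the tests were run on simulated data made from the real means and library sizes, with 200 genes given known changes, structural genes lowered 10 times in 1 library, and decimal marks removed. Of the certain values, 99.9% of those simulated were restored to the true value, as were 100% of the 109 certain structural values of at least 10 in the shifted library. Of genes changed at least 2-fold, 95.9% of 146 were recovered in the pairwise test and 79.9% of 144 in the interaction test. Of all changed genes tested, 77.4% of 195 and 59.9% of 192 were recovered. The pairwise test made 160 calls, 9 of them false and 1 in the wrong direction, and the interaction test made 117, 2 of them false and 1 in the wrong direction. Where no change was simulated, 0 of 11336 genes were called and 624 had an unadjusted p under 0.05. A simulated log2 change of -0.3 in genes with a miR-29a site came back as a score of -0.30. The simulation holds no partial shift of structural genes, so that step was tested only by the digits. Of the simulated values above 0, 0.598% were uncertain, against 1.21% in the real table. The real values may thus be harder to restore than the simulated ones.

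The planned edgeR quasi-likelihood test and the planned DESeq2 Wald alternative were not run, because the values are not counts as deposited. The planned limma-voom alternative became the test for differences, with limma 3.58.1 in R 4.3.3. Genes were filtered by the filterByExpr rule (count minimum 10, total minimum 15) on the libraries compared and scaled by TMM (trims 0.3 and 0.05), both written in R from their definitions. Only the groups compared entered a fit, without covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.3. An interaction test over 4 groups, called at the adjusted p alone, asked whether a mimic effect differs between LPS and vehicle. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 ran the restoration, and matplotlib 3.10.9 drew the figures. CPM values are counts per 1e6 of the TMM-scaled library size.

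The replicate numbers in the labels pair libraries across groups, and the gene counts of each comparison and the scores are given with and without this pairing. The pairing check is the mean correlation, over genes, of the deviations of same-numbered libraries from their group means. Scores were tested with 1 value per library. The seed-site score is the mean log2 CPM (2 prior counts) of expressed genes with a match to the mimic seed (7mer-m8 or 8mer) in an annotated 3′ UTR, minus that of genes without one in bins of equal 3′ UTR length and expression. A list score is the mean log2 CPM of the listed genes, each centred on its mean. The lists are 28 phagocytic targets of the 3 microRNAs and 30 pro-inflammatory genes that the study had fixed for another assay. Scores were compared by a two-sided exact permutation test of 4 against 4 libraries, whose smallest p is 0.0286, and by an exact sign-flip test of the 4 paired differences, whose smallest p is 0.125.

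Groups, tests, alternatives, lists and the rule for named genes were fixed before the data were examined. The rule names Il1b, Nos2 and Tnf for LPS, Irak1 and Traf6 for miR-146a, Dnmt3a and Dnmt3b for miR-29a, Irs2 and Pak1 for miR-7a, and the rows of the 3 microRNA genes. For each pair of groups it adds the 3 genes that rose most and the 3 that fell most among called genes that moved the same way in all 4 pairs and reached a mean of 5 CPM, leaving out predicted genes. It also adds up to 3 called genes of the phagocytic list per mimic under LPS and up to 3 genes per interaction. The result of 1 gene that the rule names is not reported here. The alternatives covered the filter, the normalization, the samples in the fit, the block, the fold-change threshold, leaving out each library, and the settings of the scores. Alternatives on the restoration, limma-trend, sample quality weights, structural RNA genes and GC content with transcript length were added after the data were seen.

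Coordinates and annotations come from a GENCODE annotation of GRCm38, the build the authors used, in which 98.8% of the identifiers were found. Its release may differ from the one behind the table. Whether reads were counted by strand is not stated, so genes that overlap others are uncertain, as are members of gene families with near-identical copies. The restored totals run from 1.16 to 20.4 per library, in units of 1e6 counts. The floor, 3 counts of the total, lies between 0.147 and 2.58 CPM. Intervals and floors cover counting error only.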

Results

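RNA sequencing libraries of BV-2 mouse microglial cells were compared in 8 groups of 4. The groups were VEH_scramble, VEH_miR-7a, VEH_miR-29a and VEH_miR-146a under vehicle, and the same mimics under LPS (10 ng/ml for 24 h). The values are restored estimated counts per gene. Library totals, in units of 1e6 counts, averaged 5.95 ± 2.44 in VEH_scramble, 2.63 ± 1.77 in VEH_miR-7a, 5.62 ± 2.74 in VEH_miR-29a and 6.23 ± 3.29 in VEH_miR-146a (SD, n = 4 each). Under LPS they averaged 12.5 ± 7.30 with scramble, 9.61 ± 2.25 with miR-7a, 10.5 ± 4.75 with miR-29a and 7.77 ± 2.90 with miR-146a (SD, n = 4 each). The shallowest library was VEH_miR-7a replicate 4 with a total of 1.16, where 3 counts correspond to 2.58 CPM. The deepest was LPS_scramble replicate 4 with a total of 20.4, where 3 counts correspond to 0.147 CPM. Mitochondrially encoded genes held 0.896% to 4.88% of the counts of a library.

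**Figure D1:**
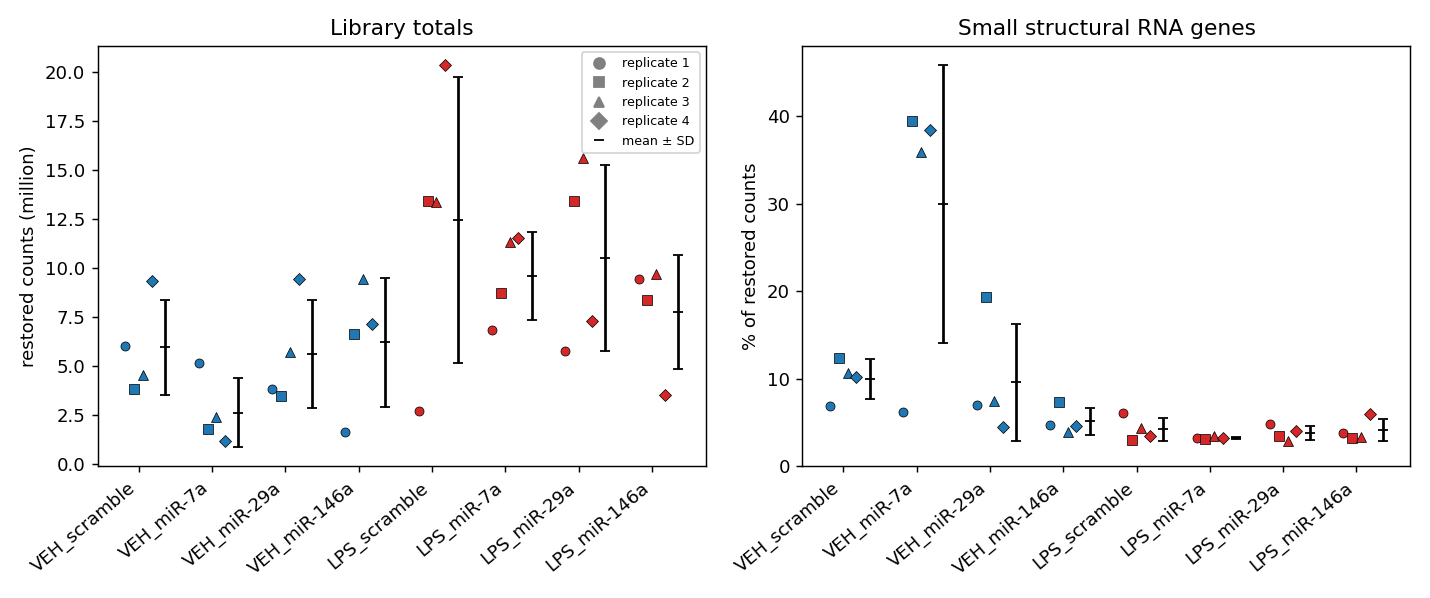
Restored counts per library in units of 1e6 (left) and the percent of counts in small structural RNA genes (right), by group, with 1 point per library, a marker per replicate number, and the mean ± SD. Replicates 2, 3 and 4 of VEH_miR-7a had 35.9% to 39.4% of their counts in these genes, against 6.21% in replicate 1.

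The libraries differed in the share of counts from small structural RNA genes. This share was 30% ± 15.9 in VEH_miR-7a and 10.0% ± 2.28 in VEH_scramble (SD, n = 4 each). The difference of 19.9 percentage points exceeded both SDs but was not significant (two-sided exact permutation p = 0.143). This outcome depends on replicate 1 of VEH_miR-7a and on the restoration. With the first version of the restoration all VEH_miR-7a libraries (29.5% to 36.7%) lay above all VEH_scramble libraries (6.91% to 12.3%), which was not tested. In the final version the other 28 libraries lay between 2.93% and 19.4%. Among them VEH_scramble ran from 6.88% to 12.3% and LPS_scramble from 3.02% to 6.06%, a difference that was not tested. A principal component analysis of 12304 genes placed 23.8% of the variance on component 1, of which condition accounted for 87.8%. Taken alone, the structural RNA share accounted for 44.1% of this component, and the 2 shares overlap. Component 2 held 11.1% of the variance, and the mimic accounted for 49.7% of it. Much of this came from VEH_miR-7a replicates 2, 3 and 4, the libraries with a high structural RNA share, at -51.8, -53.1 and -68.9 on this component, while replicate 1 lay at 6.94. All other libraries lay between -20.1 and 25.6. Component 3 held 8.35%, and the replicate number accounted for 56.3% of it.

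**Figure D2:**
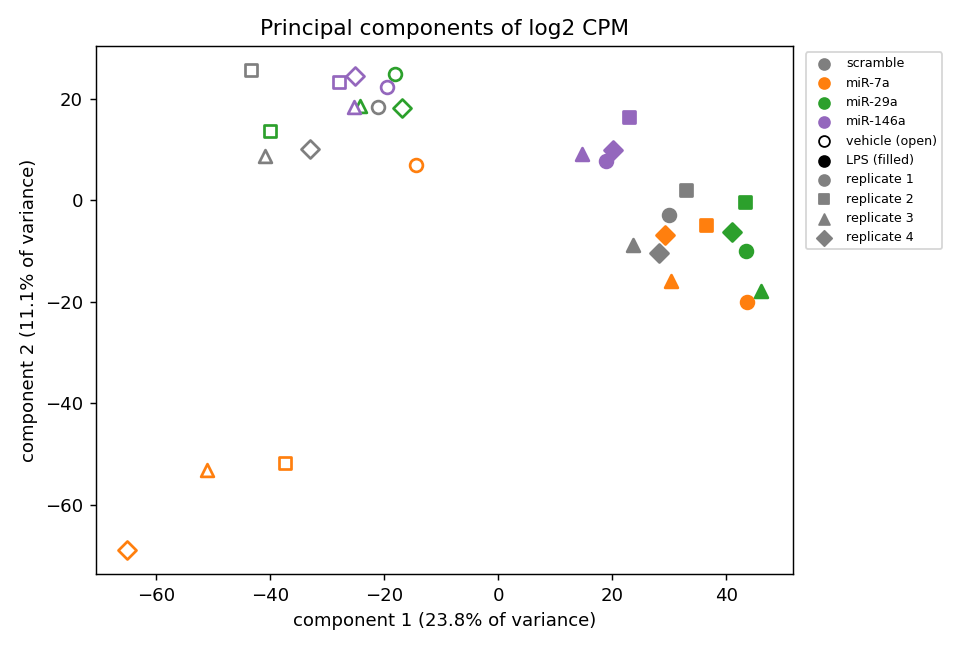
Principal components 1 and 2 of log2 CPM in the 32 libraries, with the percent of variance on each axis. Colour gives the mimic, filled points LPS, open points vehicle, and the marker the replicate number, and the vehicle and LPS libraries lie on opposite sides of component 1, which holds 23.8% of the variance.

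The comparison of LPS_scramble with VEH_scramble asked how LPS acts without an active mimic. Of 12235 genes tested, 2223 were called, 1189 of them higher and 1034 lower under LPS. Small structural RNA genes made up 48 of the called genes, and 0 of these were higher. With the replicate number as a block 3090 genes were called, and same-numbered libraries deviated together with a mean correlation of 0.236. The alternative that moved this count most was the fit on values as deposited, without restored decimal marks, which called 108 genes. Il1b (chromosome 2, 129364570 to 129371139, minus strand, a protein-coding gene of 7 exons overlapped on the opposite strand by Il1bos) averaged 7.50 ± 4.47 CPM under LPS and 0.503 ± 0.532 CPM under vehicle (SD, n = 4). Its log2 fold change was 4.02 with an SE of 0.92 and a limma adjusted p of 0.0116. Nos2 (chromosome 11, 78920787 to 78960254, plus strand, protein-coding) averaged 61.7 ± 15 and 7.18 ± 6.10 CPM (SD, n = 4), a log2 fold change of 3.65 with an SE of 0.55 and a limma adjusted p of 0.00111. Tnf (chromosome 17, 35199381 to 35202007, minus strand, protein-coding) averaged 16.8 ± 4.16 and 16.7 ± 0.534 CPM (SD, n = 4) and did not differ (limma adjusted p 0.799). Among the genes that rose most, Lcn2 reached 97.6 ± 20.4 CPM and Marco 42.4 ± 14.1 CPM under LPS (SD, n = 4), with 0 counts in all 4 VEH_scramble libraries. Against the floor of 3 counts Lcn2 was at least 112-fold higher and Marco at least 48.8-fold higher. Saa3 rose from 2.08 ± 0.964 to 780 ± 179 CPM (SD, n = 4). F13a1, Arg1 and Agt fell most, with log2 fold changes of -4.82, -4.37 and -4.34.

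The comparisons of each mimic with scramble under LPS asked which genes the 3 microRNAs change in activated cells. The miR-7a mimic changed 378 of 12982 genes tested, 222 higher and 156 lower. The miR-29a mimic changed 661 of 13168, 290 higher and 371 lower. The miR-146a mimic changed 291 of 12545, 102 higher and 189 lower. With the replicate block these counts were 1197, 1354 and 1306, and the mean correlations of same-numbered libraries were 0.293, 0.332 and 0.307. Leaving out LPS_scramble replicate 4, the deepest library, lowered them to 68, 184 and 26.

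In the LPS_miR-7a libraries Myo18b (chromosome 5, 112688876 to 112896362, minus strand, overlapped on the opposite strand by 1700095B10Rik) rose most, from 2.03 ± 0.693 to 24.0 ± 4.93 CPM (SD, n = 4). Its log2 fold change was 3.47 with an SE of 0.26 and a limma adjusted p of 0.000105. Ms4a4c and Iigp1 followed with log2 fold changes of 3.19 and 3.04. Brox (chromosome 1, 183276352 to 183297269, minus strand, overlapped on the opposite strand by Aida) fell most, from 75.9 ± 4.54 to 9.01 ± 0.595 CPM (SD, n = 4), a log2 fold change of -3.08 with an SE of 0.13 and a limma adjusted p of 6.98e-07. All 4 LPS_miR-7a values of Brox were restored with 3 lost decimals, the lowest posterior of its values was 0.952, and a minimum of 0.99 leaves the gene out. Nr4a1 and Marco fell with log2 fold changes of -2.72 and -2.33.

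In the LPS_miR-29a libraries Dnmt3a (chromosome 12, 3806007 to 3914443, plus strand, 5 seed sites for miR-29a, overlapped on the opposite strand by Dnmt3aos), named before the data were examined, fell from 310 ± 14.1 to 125 ± 9.39 CPM (SD, n = 4). Its log2 fold change was -1.31 with an SE of 0.11 and a limma adjusted p of 0.000336. Dnmt3b, with 1 site, had a log2 fold change of -0.47 that was not significant (limma adjusted p 0.101), although it was lower in 4 of 4 pairs. Iigp1, Gbp5 and Cmpk2 rose most, with log2 fold changes of 2.83, 2.80 and 2.67. Atp9a, Arg1 and Sema4g fell most, with log2 fold changes of -2.93, -2.56 and -2.23.

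In the LPS_miR-146a libraries F13a1 (chromosome 13, 36867178 to 37050244, minus strand, overlapped on the opposite strand by predicted genes) rose most, from 31.5 ± 8.24 to 133 ± 40 CPM (SD, n = 4). Its log2 fold change was 2.18 with an SE of 0.22 and a limma adjusted p of 0.00216. Sepp1 and Mgll followed with log2 fold changes of 1.58 and 1.33. Il20rb, Hist1h2bp and Aunip fell most, with log2 fold changes of -1.91, -1.78 and -1.72. Hist1h2bp belongs to a family with near-identical copies, and its value is uncertain. Irak1, with 2 sites for miR-146a, and Traf6, with 4, were lower in 4 of 4 pairs with log2 fold changes of -0.31 and -0.49, but neither was called (limma adjusted p 0.163 and 0.287). Both were called with the replicate block, at log2 fold changes of -0.32 and -0.44. Irs2 and Pak1, named for miR-7a, had log2 fold changes of -0.06 and -0.11 under LPS and were not called (limma adjusted p 0.939 and 0.672). Irs2, with 2 sites for miR-7a, was lower in 2 of 4 pairs, and Pak1, with 0 sites, in 4 of 4.

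The same comparisons under vehicle asked what the mimics change in unstimulated cells. The miR-7a mimic changed 6 of 11085 genes tested, 5 higher and 1 lower, with 1404 genes at an unadjusted p under 0.05. The miR-29a mimic changed 1 of 11619, which was lower, with 1222 at an unadjusted p under 0.05. The miR-146a mimic changed 294 of 11738, 132 higher and 162 lower. With the replicate block the counts were 353, 78 and 923, and the mean correlations of same-numbered libraries were 0.105, 0.325 and 0.2. Leaving out VEH_miR-7a replicate 1, whose structural RNA share differed from the others of its group, gave 242 genes for miR-7a.

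For miR-7a under vehicle, Irg1 (chromosome 14, 103046977 to 103056573, plus strand) rose from 5.15 ± 0.263 to 21.6 ± 4.14 CPM (SD, n = 4), a log2 fold change of 2.05 with an SE of 0.24 and a limma adjusted p of 0.0071. Acp5 (chromosome 9, 22126727 to 22135711, minus strand, overlapped on the opposite strand by 6530413G14Rik) rose from 6.49 ± 0.686 to 25.2 ± 3.57 CPM (SD, n = 4), a log2 fold change of 1.99 with an SE of 0.22 and the same limma adjusted p. The microRNA gene AC154540.1, which lies within Eif4a2 and overlaps Snora81, rose by a log2 fold change of 3.06, and its reads cannot be told from those of its hosts. Adssl1 was the 1 gene that fell (log2 fold change -1.36). C3 and Ifit2, chosen after their values were seen because the count is small, rose with log2 fold changes of 1.83 and 1.85. For miR-29a under vehicle, Ctsk (chromosome 3, 95499256 to 95509362, plus strand, 1 seed site for miR-29a) fell from 46.1 ± 0.630 to 15.8 ± 4.98 CPM (SD, n = 4), a log2 fold change of -1.65 with an SE of 0.21 and a limma adjusted p of 0.0423. Dnmt3a had a log2 fold change of -0.83 and was not called (limma adjusted p 0.143), but was called with the replicate block. Dnmt3b had a log2 fold change of -0.66 (limma adjusted p 0.368). For miR-7a, Irs2 and Pak1 had log2 fold changes of -0.19 and -0.42 and were not called (limma adjusted p 0.872 and 0.371). Pak1 was lower in 4 of 4 pairs, while Irs2 was higher in 3 of 4, against the sign of its fold change.

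For miR-146a under vehicle, Ms4a14, Zfp935 and Gcc2 rose most, with log2 fold changes of 1.55, 1.25 and 1.18. The genes that fell most were the histone genes Hist1h2ag, Hist1h2ah and Hist1h2bf, with log2 fold changes of -2.23, -2.06 and -2.04. These genes and Zfp935 belong to families with near-identical copies, among which the counting could split reads, and are uncertain. Irak1 and Traf6 were lower in 4 of 4 pairs with log2 fold changes of -0.48 and -0.28 and were not called (limma adjusted p 0.0794 and 0.266). After each library's trend with GC content and transcript length was removed, limma-trend called 37 genes for this comparison, against 328 before.

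**Figure D3:**
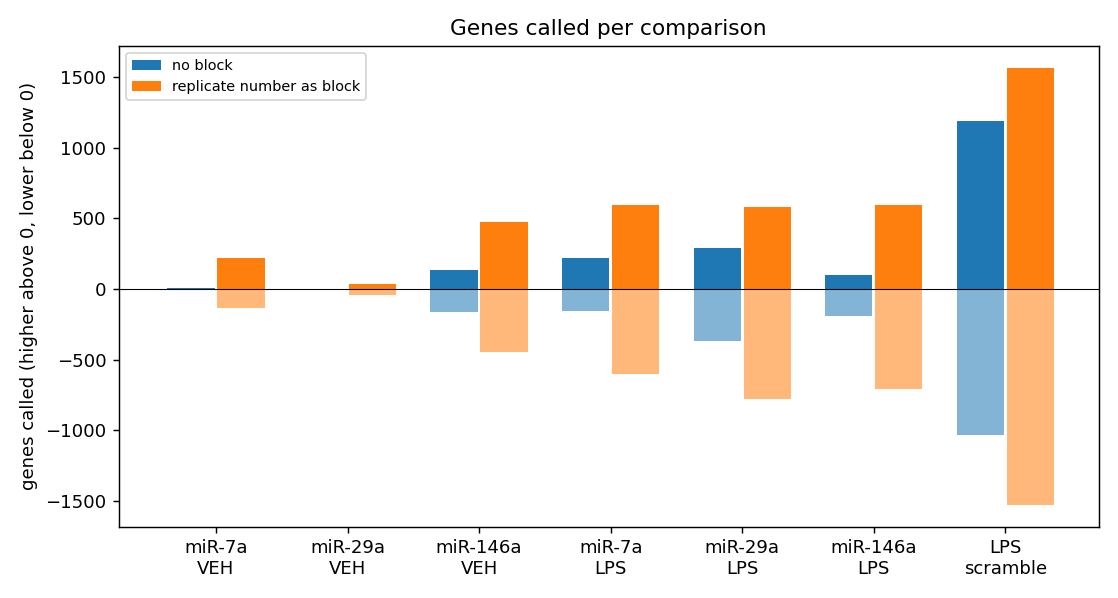
Genes called per comparison with limma-voom, higher above 0 and lower below 0, without a block and with the replicate number as a block. The counts without a block ran from 1 gene for miR-29a under vehicle to 2223 genes for LPS.

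The interaction tests asked for genes whose mimic effect differs between LPS and vehicle. For miR-7a 2 of 12168 genes passed, with 677 at an unadjusted p under 0.05. With the replicate block 42 passed. For miR-29a 2 of 12285 passed, with 817 at an unadjusted p under 0.05, and 16 passed with the block. For miR-146a 0 of 12303 passed, with 1368 at an unadjusted p under 0.05, and 0 passed with the block, with 2096 at an unadjusted p under 0.05. Same-numbered libraries of the pairs in these tests correlated at 0.105 to 0.332. Brox changed by -3.08 under LPS and 0.02 under vehicle (log2), an interaction of -3.10 with an SE of 0.19 and a limma adjusted p of 3.43e-08. Txnip (chromosome 3, 96557957 to 96561883, plus strand, overlapped on the opposite strand by Gm15441) changed by 2.42 under LPS and -0.07 under vehicle, an interaction of 2.48 with an SE of 0.22 and a limma adjusted p of 8.51e-06. For miR-29a, Myom3 (chromosome 4, 135759715 to 135815564, plus strand) changed by -1.20 under LPS and 0.18 under vehicle, an interaction of -1.40. Appl2 (chromosome 10, 83600033 to 83648738, minus strand) changed by -0.90 and 0.22, an interaction of -1.13. Both had a limma adjusted p of 0.0199.

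The seed-site scores asked whether transcripts with a site for the transfected mimic fell as a group. Under vehicle the score of the mimic's own sites differed from scramble by -0.14 for miR-7a (1560 genes with a site), -0.08 for miR-29a (1742 genes) and -0.05 for miR-146a (1423 genes). Under LPS the differences were -0.10 (1651 genes), -0.10 (1818 genes) and -0.04 (1463 genes). The pooled SD between libraries ran from 0.0074 to 0.0373. In each of these 6 comparisons all 4 mimic libraries lay below all 4 scramble libraries, and the two-sided exact permutation p was 0.0286, the smallest possible. The value adjusted over the 18 tests was 0.0735, above 0.05. As no exact p can be under 0.0286, the 6 own-site tests alone could not have brought it under 0.05. This adjusted value therefore cannot decide the question. Each score was lower in 4 of 4 same-numbered pairs, with an exact paired p of 0.125, the smallest possible, as a block analysis of 4 pairs allows no less. Among the 12 tests of sites for a mimic that was not transfected, 1 reached 0.0286 by the same exact test, which was miR-29a sites in VEH_miR-7a with a difference of -0.05. Without bins of 3′ UTR length and expression the miR-146a differences reversed to 0.11 under vehicle and 0.03 under LPS. By the same exact test the p was 0.0286 under vehicle, again the smallest possible, and 0.2 under LPS.

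**Figure D4:**
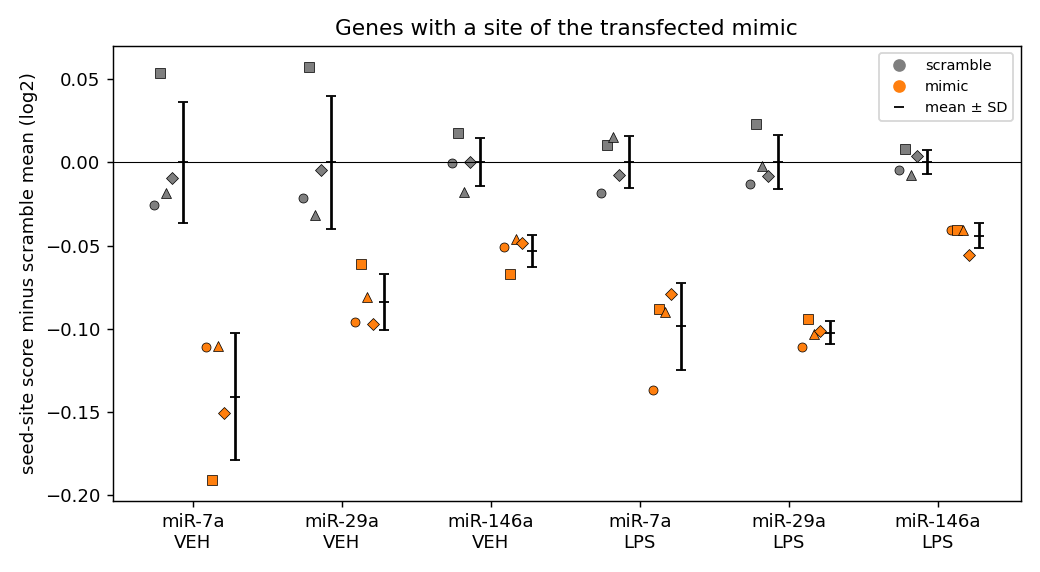
Seed-site score of the transfected mimic's own sites in log2 units, centred on the scramble mean, for each mimic and condition, with 1 point per library and the mean ± SD of 4. In all 6 comparisons the 4 mimic libraries lie below the 4 scramble libraries, with mean differences from -0.14 to -0.04.

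The phagocytic target list asked whether the mimics shift 28 genes of phagocytosis. Under LPS the list score differed by 0.28 for miR-7a (exact permutation p 0.0571, adjusted over the 7 list tests 0.133, higher in 4 of 4 pairs). It differed by -0.15 for miR-29a (exact p 0.0857, adjusted 0.15, lower in 3 of 4 pairs) and by 0.16 for miR-146a (exact p 0.0286, the smallest possible, adjusted 0.1, higher in 4 of 4 pairs). Under vehicle the differences were -0.15, -0.17 and 0.02 (exact p 0.2, 0.114 and 0.83), and the score was lower in 3, 4 and 2 of 4 pairs. With the pairs as a block the exact p was 0.125 or more in all 7 list tests. Of the 28 listed genes tested under LPS, miR-7a changed 3 at limma adjusted p values over all genes, and 3 when adjusted over the list alone. All 3 were higher, among them Cd164 and Gnptg with log2 fold changes of 0.81 and 0.94, each with 0 seed sites for miR-7a. The miR-29a mimic changed 5 over all genes, all lower, and 7 over the list alone, 6 of them lower. Gm2a, Man2b1 and Fuca1 had the smallest adjusted p values, with log2 fold changes of -0.82, -0.64 and -0.58. Each had 0 seed sites for miR-29a, so their fall cannot be tied to such a site. The miR-146a mimic changed 0 under LPS, with 3 at an unadjusted p under 0.05. Under vehicle each mimic changed 0 of 25 or 26 listed genes tested, with 6, 4 and 3 at an unadjusted p under 0.05 for miR-7a, miR-29a and miR-146a. The score of the pro-inflammatory list rose under LPS in scramble cells by 0.64 (24 of 30 genes tested, exact permutation p 0.0286, adjusted 0.1, higher in 4 of 4 pairs). Of these genes 9 were called over all genes, 7 higher and 2 lower, and 12 over the list alone, 8 higher and 4 lower.

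The rows of the microRNA genes could not check the transfections, since long RNA libraries do not capture mature microRNAs. Mir7-1 (chromosome 13, within Hnrnpk) held at most 4 counts in any library compared. Mir29a (chromosome 6) and Mir146 (chromosome 11) held at most 1 count.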

Values the study reported

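The study describes the sequencing of BV-2 cells as n = 4 independent experiments per group, with genes taken as differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change above 0.3. It gives an RNA integrity number above 8 for its samples. It chose 20 nM as the concentration of the mimics and 10 ng/ml of LPS for treatment. It reported that the miR-7a-5p and miR-29a-3p mimics left gene expression of unstimulated BV-2 cells unaffected, and that miR-146a-5p had broader effects there. With LPS it reported altered gene expression, shown for each mimic against scramble in LPS-treated cells. Its discussion describes miR-7a-5p and miR-29a-3p as acting in activated cells alone. Among genes changed by miR-7a-5p and miR-29a-3p under LPS it reported terms for the phagosome and the lysosome.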

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

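The tests on the structural RNA share, except the exact permutation test, were chosen after the result was seen, and the other tests named here before. A library was singled out where its gap to the nearest of the other 3 in its group took up most of the range of the group. This held in 11 of 166 groups of values tested, against 8.3 expected by chance, so most of the single values below are no more than chance gives.

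The structural RNA share of VEH_miR-7a replicate 1 was 6.21%, against 35.9% to 39.4% in the other 3 libraries of its group. This gap depends on the restoration. The first version, with 1 set of library sizes, gave 29.5% for this library and 32.9% to 36.7% for the other 3, but left 81.6% of its structural values with fewer than 3 decimals, where about 10% should have them and the final version gave 14.3%. This library is the deepest of the group, with a total of 5.17 against 1.16 to 2.39 in units of 1e6 counts. Its share lies within the 2.93% to 19.4% of the 28 libraries of the other groups, so a link between the high share and low depth of the other 3 remains open. Low depth does not always go with a high share. The shallowest other vehicle library, VEH_miR-146a replicate 1 with a total of 1.64, had 4.67%. This lay below the median of 7.36% of the other 11. In VEH_scramble and VEH_miR-29a, however, the shallowest library (replicate 2, totals of 3.85 and 3.46) had the highest share (12.3% and 19.4%). VEH_miR-146a replicate 1 alone thus does not rule out low depth. Degraded RNA is not favoured as the cause, since the authors state that each sample passed an integrity minimum, and the amount of RNA per library was not used here. With the final version an effect of the miR-7a mimic would have to spare 1 of 4 libraries, and the exact permutation test of the group gave p = 0.143. With the first version all libraries of the group lay above those of VEH_scramble, so a mimic effect is not ruled out.

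Single libraries stood apart in 2 scores. The miR-146a seed-site score was -0.0021 in LPS_miR-146a replicate 4, against 0.0128 to 0.0129 in the other 3, and its distance reflects how close those 3 lie. The phagocytic list score was -0.23 in VEH_miR-7a replicate 2, against -0.04 to -0.02. No biological explanation was tested for these values.

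Single libraries also stood apart for 8 genes. Irak1 had 93.2 CPM in LPS_miR-146a replicate 2, against 82.1 to 83.3. Ms4a14 had 12.5 CPM in VEH_scramble replicate 1, against 4.61 to 5.29. Hist1h2ag had 16.1 CPM in VEH_miR-146a replicate 1, against 4.97 to 6.77, and copies of this histone gene can share its reads. Nr4a1 had 18.4 CPM in LPS_scramble replicate 3, against 11.6 to 12.1. Cd164 had 503.7 CPM in LPS_miR-7a replicate 1, against 383.5 to 398.6. Arg1 had 5.37 CPM in LPS_miR-29a replicate 1, against 1.25 to 1.93. F13a1 had 654 CPM in VEH_scramble replicate 3, against 831 to 854. Appl2 had 91.0 CPM in LPS_miR-29a replicate 1, against 69.3 to 71.0. Of these 10 values, 5 come from replicate 1, and no batch is given in the labels beyond the replicate number. No biological explanation was tested for them.

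The mimic effect differed between LPS and vehicle for 4 genes. Brox had an interaction of -3.10 and Txnip of 2.48 for miR-7a, and Appl2 had -1.13 and Myom3 -1.40 for miR-29a (log2). The Brox change of nearly 10 times under LPS could come from the restoration, since reading its 4 LPS_miR-7a values with 2 instead of 3 lost decimals would move them 10 times up. With a posterior minimum of 0.99, 1 gene passed the miR-7a interaction in place of 2. All values of Txnip were restored with a posterior that rounds to 1, so its change does not rest on an uncertain reading under this model. Leaving structural RNA genes out before normalization gave 2 genes for miR-7a, but it hardly moved the median log2 change of all genes (0.012 before, 0.015 after), so it does not rule that share out. Of the 8 ways to swap condition labels within replicate numbers, 1 gave as many genes for miR-7a and 1 for miR-29a, in both cases the real one. As 8 ways cannot give a share under 0.125, this regrouping could not have ruled out chance. When 1 library at a time was left out, the 2 miR-7a genes passed in all 16 fits, while the miR-29a count fell to 0 in 12 of 16 fits (638 to 1043 genes at an unadjusted p under 0.05). Both miR-29a genes also passed with the replicate block, limma-trend and sample quality weights, so the loss with 3 libraries in a group can be one of power.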

How the results depend on the processing

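Alternatives on the restoration, limma-trend, sample quality weights, structural RNA genes and GC content were chosen after seeing the data. Counts are in the order miR-7a, miR-29a and miR-146a under vehicle (6, 1 and 294), the same under LPS (378, 661 and 291), LPS in scramble (2223), and the interactions (2, 2 and 0). Gene counts not named under a setting stayed within 1.5 times, a limit not applied to the scores. For all changes below, the cause was not tested unless stated. The planned edgeR and DESeq2 tests were not run, because the values are not counts as deposited.

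With RLE size factors or a mean of at least 1 CPM all 10 counts stayed within 1.5 times, as did the 7 pairwise counts without a fold-change threshold. Above an absolute log2 fold change of 1 there were 144 genes for miR-146a under vehicle, 188, 247 and 88 under LPS and 906 for LPS. Without the low-count filter the vehicle counts were 22 for miR-7a and 2 for miR-29a, and the miR-29a interaction had 4.

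Total library size gave 70 genes for miR-7a and 0 for miR-29a under vehicle (1251 at an unadjusted p under 0.05), and 1 for the miR-29a interaction. It moved the median log2 change of all genes to -0.27 for miR-7a and 0.12 for miR-29a under vehicle, 0.21 for LPS, and 0.33 and -0.12 for the miR-7a and miR-146a interactions. The share of called genes that were higher became 28.6% instead of 83.3% for miR-7a and 57.6% instead of 44.9% for miR-146a under vehicle, 72.3% instead of 58.7% for miR-7a and 58.1% instead of 43.9% for miR-29a under LPS, and 79.2% instead of 53.5% for LPS. Directions of whole groups of genes thus depend on the scaling.

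All 8 groups in one fit gave 173, 87 and 1561 genes under vehicle and 6 for the miR-7a interaction. The replicate block gave 353, 78 and 923 under vehicle, 1197, 1354 and 1306 under LPS, and 42 and 16 for the miR-7a and miR-29a interactions. Of the genes called without the block, it kept 6, 1 and 286 under vehicle and 366, 615 and 291 under LPS. The block with all 8 groups gave 781, 614 and 2833 under vehicle, 785, 1059 and 1045 under LPS, 3863 for LPS, and 62, 24 and 111 interactions. Irs2 reversed under the block to 0.029 under vehicle and 0.084 under LPS, both near 0 (limma adjusted p 0.975 and 0.877).

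Limma-trend gave 18 and 0 genes for miR-7a and miR-29a under vehicle (1215 at an unadjusted p under 0.05 for miR-29a) and 153 for miR-146a under LPS. With the GC and length correction it gave 32, 23 and 37 under vehicle, 662 for miR-7a under LPS and 7 for its interaction. With the correction and the replicate block it gave 145, 243 and 477 under vehicle, 2097, 2139 and 1363 under LPS, and 76, 38 and 2 interactions. Sample quality weights gave 517, 1097 and 3080 under vehicle, 754 and 599 for miR-7a and miR-146a under LPS, 4434 for LPS, and 24, 8 and 202 interactions.

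Leaving out structural RNA genes gave 42 genes for miR-7a under vehicle. A posterior minimum of 0.99 gave 22 for miR-7a under vehicle and 1 for its interaction. Keeping uncertain values gave 10 and 2 for miR-7a and miR-29a under vehicle and 5 for the miR-7a interaction. The restoration with one set of library sizes gave 72 and 24 for miR-7a under vehicle and its interaction. Among genes with no restored value there were 22, 10 and 15 under vehicle, 176, 183 and 74 under LPS, 798 for LPS, and 0 for the miR-7a and miR-29a interactions (236 and 256 at an unadjusted p under 0.05). Values left whole are mostly small ones as deposited, so these genes may have low counts, which was not tested.

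Values as deposited gave 56, 22 and 21 under vehicle, 35, 18 and 31 under LPS, 108 for LPS, and 62, 6 and 13 interactions. They reversed the seed-site scores of miR-146a under LPS (0.010) and miR-29a under vehicle (0.011) and the phagocytic scores of miR-146a under vehicle (-0.30) and miR-29a under LPS (0.22). They left others past no threshold: seed-site scores of -0.045 for miR-146a and -0.19 for miR-7a under vehicle and -0.10 for miR-29a and -0.21 for miR-7a under LPS, 0.20 for the phagocytic score of miR-146a under LPS and 0.92 for the pro-inflammatory score.

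Without bins the seed-site scores of miR-146a reversed (0.11 under vehicle and 0.029 under LPS), and those of miR-29a under vehicle (-0.016) and miR-7a (-0.079 under vehicle, -0.059 under LPS) were weaker. The median over listed genes gave -0.23 for miR-29a under LPS, now past the threshold, 0.28 for the pro-inflammatory list, no longer past it, and reversed miR-146a under vehicle (-0.032), as did a mean of at least 10 CPM (-0.0031). Total library size left 0.14 for miR-146a under LPS past no threshold. It moved the phagocytic scores under vehicle to -0.45 for miR-7a, -0.060 for miR-29a and 0.12 for miR-146a. That of miR-29a under LPS moved to -0.086, and none of these passed a threshold before or after. Sites of the 8mer type and 0.5 prior counts changed no call.

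Leaving out 1 library at a time gave 0 to 242 genes for miR-7a under vehicle (965 at an unadjusted p under 0.05 for the 0), 0 to 1 for miR-29a (811 to 1929 for its zeros), and 0 to 1252 for miR-146a (2375 for the 0). It gave 68 to 396, 184 to 721 and 26 to 256 under LPS, 1129 to 2932 for LPS, and 2 to 140, 0 to 3 (638 to 1043 for the zeros) and 0 to 79 (935 to 1622 for the zeros) for the interactions. All 6 seed-site scores of the mimic's own sites kept their direction. Their exact p stayed at 0.0286, the smallest possible value, which by itself says little on stability. Complete separation does not ensure this value, since the phagocytic score of miR-146a under LPS, also separated, lost it as given below. The phagocytic scores ran from -0.22 to -0.11 for miR-7a, -0.24 to -0.11 for miR-29a and -0.057 to 0.071 for miR-146a under vehicle, and from 0.19 to 0.36, -0.20 to -0.10 and 0.13 to 0.19 under LPS. The miR-146a score under LPS rose to an exact p of 0.0571 without any 1 of the 4 LPS_scramble libraries. Each miR-7a and miR-29a score, at 0.0571 to 0.2 with all libraries, reached 0.0286 in 1 of its 8 fits, under vehicle without VEH_scramble replicate 1 for both and under LPS without LPS_miR-7a replicate 1 and LPS_miR-29a replicate 3.

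Of the 59 named genes and comparisons, the block made 3 stronger, no filter made 3 weaker and limma-trend made 4 weaker. Counts under vehicle were the least stable. The VEH_miR-7a group has the lowest mean depth, which limits genes under a few CPM in its shallow libraries.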

Other observations

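The tests on structural RNA genes were chosen after the result was seen, and the other tests here before.

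Regrouping the libraries tested how often a split unrelated to treatment gives as many genes. Only splits that part all 4 same-numbered pairs, as the real one does, were compared, and 8 of these cannot give a share under 0.125. The real split alone reached its own count (1 of 8) for miR-7a and miR-146a under vehicle, for the 3 mimics under LPS and for LPS in scramble cells. The highest count of the other 7 splits was 2 genes. For miR-29a under vehicle 3 of 8 splits gave as many genes, and for the miR-146a interaction, with 0 genes and 1368 at an unadjusted p under 0.05, all 8 did. Of the 3 splits that keep all pairs together, 1 behaved otherwise. Replicates 1 and 2 against 3 and 4 differed by 42 genes in the libraries of miR-7a and scramble under vehicle, by 43 for miR-29a and 9 for miR-146a, and under LPS by 338, 442 and 228 for miR-7a, miR-29a and miR-146a, and by 23 in the scramble libraries of both conditions. The other 2 such splits gave at most 1 gene in any comparison. Splits that part 2 pairs gave up to 9 genes for miR-7a and 28 for miR-29a under vehicle. Of all 35 splits, the real one included, 3 and 14 gave as many genes as the real one in these comparisons. The 42 and 43 genes exceed the 6 and 1 of the mimics. The replicate number is balanced over the groups, so it cannot produce the mimic effects, but without a block the vehicle effects of miR-7a and miR-29a are smaller in gene number than these differences. With the replicate number as a block, which removes them, 353 and 78 genes passed.

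Without a block more genes passed for miR-7a and miR-29a under LPS than under vehicle, where the libraries are shallower. This gap depends on the model, since the replicate block with all 8 groups gave 781 genes under vehicle and 785 under LPS for miR-7a, and sample quality weights gave 1097 and 891 for miR-29a. When LPS libraries were thinned to the totals of the same-numbered vehicle libraries, the median over 10 draws was 271 genes for miR-7a and 529.5 for miR-29a, still far above 6 and 1. In the fit without a block, depth alone does not account for the gap. Few genes passed the test for an effect that differs between LPS and vehicle. The interaction tests passed 2 genes each, and 42 and 16 with the replicate block. With the block and all 8 groups 62 and 24 passed. With the block and the GC and length correction 76 and 38 passed. These counts are far fewer than the gap in the fit without a block. With the block and all 8 groups, however, miR-7a had 781 and 785 genes, so its 62 exceeded the gap of that fit. Without VEH_miR-7a replicate 1, 140 genes passed for miR-7a. The median SE of an interaction was 0.32 for miR-7a and 0.29 for miR-29a, so few calls do not show that few genes differ. For miR-7a the larger spread between vehicle libraries remains a candidate explanation, since the median SE of a log2 fold change was 0.25 under vehicle and 0.18 under LPS, and leaving out 1 vehicle library moved the count up to 242. For miR-29a the median SE was 0.22 and 0.18. The miR-146a mimic under vehicle, with 0.23, had 294 genes, but 37 after the GC and length correction, against 23 for miR-29a. Another mimic has effects of its own, so this cannot decide whether spread explains the single gene of miR-29a.

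Genes called under LPS moved the same way under vehicle. Signed by their LPS change, they moved under vehicle by a mean log2 difference of 0.56 for miR-7a (285 genes with a value), 0.39 for miR-29a (570 genes) and 0.62 for miR-146a (283 genes), each with an exact permutation p of 0.0286, the smallest possible, and 0.0514 after adjustment over 9 tests. At this smallest p, the tests of each mimic with itself could not alone pass the adjustment at 0.05. The same direction was seen in 84.2%, 87.5% and 91.9% of the genes called under LPS. This is in part consistent with mimic effects that are present with and without LPS. The LPS genes of miR-7a also moved the same way in vehicle cells given miR-29a (0.16) or miR-146a (0.24), with the same exact p. Those of miR-29a moved by 0.34 in vehicle cells given miR-7a (77.2% in the same direction, exact p 0.0571) and by 0.27 with miR-146a (exact p 0.0857), against 0.39 with miR-29a itself, so this shift was the least specific. Those of miR-146a moved by 0.12 with miR-29a (exact p 0.114) and by -0.27 with miR-7a (exact p 0.143). Part of the shift is thus not specific to the mimic for miR-7a and miR-29a. A share of it may come from the scramble libraries that all mimics are compared with.

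GC content and transcript length were tested by removing each library's trend with both before limma-trend. For miR-146a under vehicle the count fell from 328 to 37 genes, and 25 of the 37 were among the 294 genes of limma-voom. With the correction and the replicate block 477 genes passed, 122 of them among the 294. A technical trend is a candidate explanation for many of the 294 genes, and how many depends on the block. The corrected counts were 32 for miR-7a under vehicle and 662, 645 and 272 for miR-7a, miR-29a and miR-146a under LPS, with 2279 for LPS. None of these fell by more than 1.5 times. For miR-29a under vehicle the count was 23 against 0 before (1215 at an unadjusted p under 0.05), too few to judge a fall.

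Leaving out structural RNA genes did not remove the genes called for miR-7a under vehicle. With them left out 42 genes passed instead of 6, and 2 instead of 2 for the interaction. The scaling hardly moved, as the median log2 change of all genes was -0.012 before and -0.011 after, so the cause of the higher count was not found. None of the 6 genes has a structural RNA biotype, but AC154540.1 overlaps Snora81, so structural RNA is not ruled out for that gene.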
